# The H3K9 methyltransferase SETDB1 maintains female identity in *Drosophila* germ cells

**DOI:** 10.1038/s41467-018-06697-x

**Published:** 2018-10-08

**Authors:** Anne E. Smolko, Laura Shapiro-Kulnane, Helen K. Salz

## Abstract

The preservation of germ cell sexual identity is essential for gametogenesis. Here we show that H3K9me3-mediated gene silencing is integral to female fate maintenance in *Drosophila* germ cells. Germ cell specific loss of the H3K9me3 pathway members, the H3K9 methyltransferase SETDB1, WDE, and HP1a, leads to ectopic expression of genes, many of which are normally expressed in testis. SETDB1 controls the accumulation of H3K9me3 over a subset of these genes without spreading into neighboring loci. At *phf7*, a regulator of male germ cell sexual fate, the H3K9me3 peak falls over the silenced testis-specific transcription start site. Furthermore, H3K9me3 recruitment to *phf7* and repression of testis-specific transcription is dependent on the female sex determination gene *Sxl*. Thus, female identity is secured by an H3K9me3 epigenetic pathway in which *Sxl* is the upstream female-specific regulator, SETDB1 is the required chromatin writer, and *phf7* is one of the critical SETDB1 target genes.

## Abstract (web summary)

Epigenetic regulation is critical for the maintenance of germ cell identity. Here the authors show that H3K9me3-mediated gene silencing is critical for repression of testis-specific transcription in *Drosophila* female germ cells, indicating H3K9me3 maintains female germ cell sexual identity.

## Introduction

In metazoans, germ cell development begins early in embryogenesis when the primordial germ cells are specified as distinct from somatic cells. Specified primordial germ cells then migrate into the embryonic gonad, where they begin to exhibit sex-specific division rates and gene expression programs, ultimately leading to meiosis and differentiation into either eggs or sperm. Defects in sex-specific programming interferes with germ cell differentiation leading to infertility and germ cell tumors^1,2^. Successful reproduction, therefore, depends on the capacity of germ cells to maintain their sexual identity in the form of sex-specific regulation of gene expression.

In *Drosophila melanogaster*, germ cell sexual identity is specified in embryogenesis by the sex of the developing somatic gonad^3^. However, extrinsic control is lost after embryogenesis and sexual identity is preserved by a cell-intrinsic mechanism. The SEX-LETHAL (SXL) female-specific RNA binding protein is an integral component of the cell-intrinsic mechanism, as loss of SXL specifically in germ cells leads to a global upregulation of spermatogenesis genes and a germ cell tumor phenotype^4^. Remarkably, sex-inappropriate transcription of a single gene, *PHD finger protein 7 (phf7)*, a key regulator of male identity^5^, is largely responsible for the tumor phenotype^4^. Depletion of *phf7* in mutants lacking germline SXL suppresses the tumor phenotype and restores oogenesis. Moreover, forcing PHF7 protein expression in ovarian germ cells is sufficient to disrupt female fate and give rise to a germ cell tumor. Interestingly, sex-specific regulation of *phf7* is achieved by a mechanism that relies primarily on alternative promoter choice and transcription start site (TSS) selection. Sex-specific transcription produces mRNA isoforms with different 5′ untranslated regions that affect translation efficiency, such that PHF7 protein is only detectable in the male germline^4–6^. Although the SXL protein is known to control expression post-transcriptionally in other contexts^7^, the observation that germ cells lacking SXL protein show defects in *phf7* transcription argues that *Sxl* is likely to indirectly control *phf7* promoter choice. Thus, how this sex-specific gene expression program is stably maintained remains to be determined.

Here, we report our discovery that female germ cell fate is maintained by an epigenetic regulatory pathway in which SETDB1 (aka EGGLESS, KMT1E, and ESET) is the required chromatin writer and *phf7* is one of the critical SETDB1 target genes. SETDB1 trimethylates H3K9 (H3K9me3), a feature of heterochromatin^8,9^. Using tissue-specific knockdown approaches we establish that germ cell specific loss of SETDB1, its protein partner WINDEI [WDE, aka ATF7IP, MCAF1 and hAM^10^], and the H3K9me3 reader, HETEROCHROMATIN BINDING PROTEIN  1a [HP1a, encoded by the *Su(var)205* locus^11^], leads to ectopic expression of euchromatic protein-encoding genes, many of which are normally expressed only in testis. We further find that H3K9me3 repressive marks accumulate in a SETDB1 dependent manner at 21 of these ectopically expressed genes, including *phf7*. Remarkably, SETDB1 dependent H3K9me3 deposition is highly localized and does not spread into neighboring loci. Regional deposition is especially striking at the *phf7* locus, where H3K9me3 accumulation is restricted to the region surrounding the silent testis-specific TSS. Lastly, we find that H3K9me3 accumulation at many of these genes, including *phf7*, is dependent on *Sxl*. Collectively our findings support a model in which female fate is preserved by deposition of H3K9me3 repressive marks on key spermatogenesis genes.

## Results

### SETDB1, WDE and HP1a loss blocks germ cell differentiation

Of the three *Drosophila* enzymes known to methylate H3K9, only SETDB1 is required for germline development^9^. Several studies reported that loss of SETDB1 caused a block in germ cell differentiation, characteristic of a germ cell tumor phenotype^12–15^. Because of the known connection between the germ cell tumor phenotype and ectopic testis gene transcription, we wondered whether SETDB1 played a role in silencing the expression of testis genes in female germ cells. Previous studies established that SETDB1 is important for Piwi-interacting small RNA (piRNA) biogenesis and transposable element (TE) silencing in germ cells^14,16,17^. However, mutations that specifically interfere with piRNA production, such as *rhino*, complete oogenesis^18–21^. Furthermore, our analysis of published RNA-sequencing (RNA-seq) data from *rhino* mutant ovaries^21^ revealed only very minor effects on gene expression (Supplementary Fig. 1). Together these observations suggest that SETDB1 has a role in germ cell development that is unrelated to its canonical role in piRNA biogenesis and TE silencing.

We first confirmed that the loss of SETDB1 and its binding partner WDE specifically in germ cells was the cause of the germ cell tumor phenotype. To achieve Germ Line specific Knock Down (*GLKD*), we expressed an inducible RNA interference (RNAi) transgene with *nos-Gal4*, which is specifically expressed in germ cells. We demonstrated RNAi efficiency by showing that *setdb1 GLKD* and *wde GLKD* abolished the intense H3K9me3 staining foci observed in wild-type germ cells (Fig. 1a–c, Supplementary Fig. 2a–c, e). Furthermore, we found the oogenesis defects elicited by *setdb1* and *wde GLKD* to be similar, as judged by the number of round spectrosome like structures present in the germarium. The spectrosome is a spherical α-Spectrin-containing structure that is normally found only in germline stem cells (GSCs) and its differentiating daughter cell, the cystoblast (~5 per germarium) (Fig. 1d). As differentiation proceeds, the round spectrosome elongates and branches out to form a fusome. We found that the majority of *setdb1* and *wde GLKD* mutant germaria contain 6 or more spectrosome containing germ cells (Fig. 1e, f, h). In wild-type, fusomes degenerate as the 16-cell germ cell cyst, consisting of an oocyte and 15 nurse cells, are enveloped by somatic follicle cells forming an egg chamber (Supplementary Fig. 2f). In mutants, however, we observed spectrosome containing germ cells enclosed by follicle cells (Supplementary Fig. 2g, h). This indicates that loss of SETDB1 and WDE in germ cells blocks differentiation, giving rise to a tumor phenotype.

**Fig. 1:**
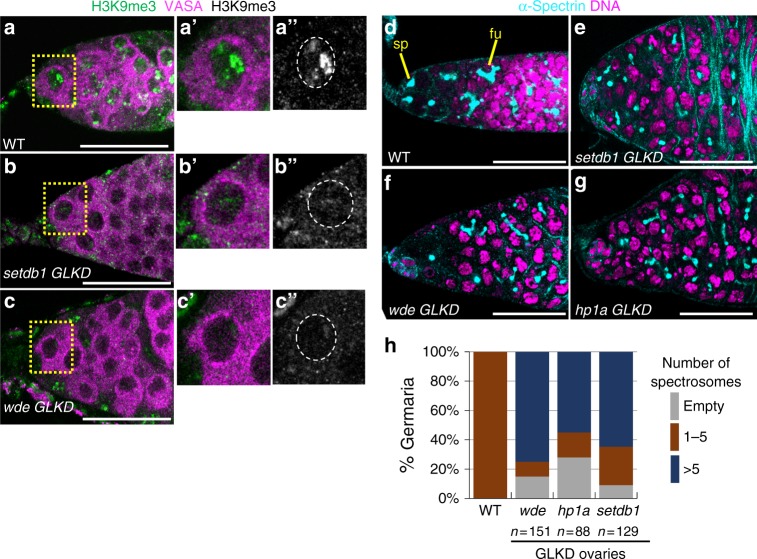
H3K9me3 is required for germ cell differentiation. **a**–**c** Reduced H3K9me3 staining in germ cells upon SETDB1 and WDE depletion (*GLKD*, see text for details*)*. Representative confocal images of a wild-type (WT), *setdb1 GLKD, and wde GLKD* germarium stained for H3K9me3 (green, white in **a**”–**c**”). Germ cells were identified by α-VASA staining (magenta). Scale bar, 25 μm. Insets show a higher magnification of a single germ cell, in which the nucleus is outlined by a white dashed line in **a**”–**c**”. **d**–**g** Undifferentiated germ cells accumulate in *setdb1 GLKD, wde GLKD*, and *hp1a GLKD* mutant germaria. Representative confocal images of wild-type and mutant germaria stained for DNA (magenta) and α-Spectrin (cyan) to visualize spectrosomes (sp), fusomes (fu), and somatic cell membranes. Scale bar, 25 μm. **h** Quantification of mutant germaria with 0, 1–5, and >5 round spectrosome-containing germ cells. The number of scored germaria (*n*) is indicated

Recently, a large-scale RNAi screen identified a role for H3K9me3 binding protein HP1a in germ cell differentiation^22^. In agreement with their findings, we observed that loss of HP1a in germ cells gave rise to germ cell tumors (Fig. 1g, h, Supplementary Fig. 2i). HP1a is required for gene silencing in other contexts^11^. This suggests that HP1a may act in a common pathway with SETDB1 and WDE in female germ cells.

### SETDB1, WDE and HP1a mutant ovaries express testis genes

To investigate the possibility that the loss of H3K9me3 pathway members in female germ cells leads to ectopic testis gene expression, we first used RT-qPCR to assay for the presence of the testis-specific *phf7-RC* isoform in mutant ovaries. Using primer pairs capable of detecting *phf7-RC*, we found that *phf7-RC* is ectopically expressed in *setdb1, wde*, and *hp1a* mutant ovaries (Fig. 2a). Next, we asked whether ectopic *phf7-RC* expression correlates with ectopic PHF7 protein expression. Previous work using an HA-tagged *phf7* locus in the context of an 20 kb BAC rescue construct showed that PHF7 protein is normally restricted to testis^4,5^. We found that in contrast to wild-type ovaries, HA-PHF7 protein is detectable in the cytoplasm and in the nucleus of *setdb1, wde*, and *hp1a* mutant ovaries (Fig. 2b–e). We therefore conclude that the H3K9me3 pathway members are essential for suppression of testis-specific *phf7* transcription and PHF7 protein expression in female germ cells.

**Fig. 2:**
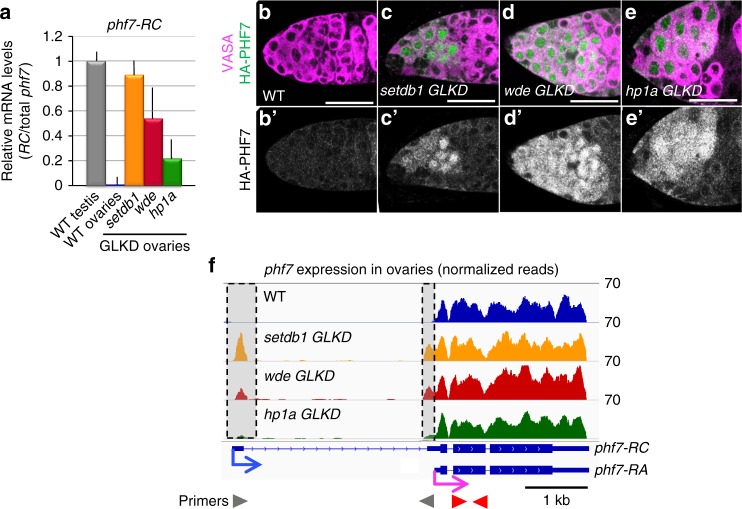
SETDB1, WDE, and HP1a depletion leads to female-to-male reprogramming at *phf7*. **a** Depletion of H3K9me3 pathway members leads to ectopic expression of the testis-specific *phf7-RC* isoform. RT-qPCR analysis of the testis *phf7-RC* transcript in wild-type testis, wild-type and mutant ovaries. Expression, normalized to the total level of *phf7*, is shown as fold change relative to testis. Primers are shown in panel F. Error bars indicate standard deviation (s.d.) of three biological replicates. **b**–**e** Depletion of H3K9me3 pathway members leads to ectopic expression of the testis-specific PHF7 protein. Ovaries from animals carrying an HA-PHF7 transgene stained for HA (green, white in B’-E’). Germ cells were identified by α-VASA staining (magenta). Scale bar, 25 μm. **f** RNA-seq data confirms ectopic expression of the testis-specific *phf7-RC* isoform. Genome browser view of the *phf7* locus. Tracks show RNA-seq reads aligned to the *Drosophila* genome (UCSC dm6). All tracks are viewed at the same scale. The screen shot is reversed so that the 5’ end of the gene is on the left. The reads that are unique to the mutant ovaries are highlighted in gray. The two *phf7* transcripts, *phf7-RA* and *phf7-RC*, are indicated. *phf7-RC* is normally only expressed in testis (blue arrow). *phf7-RA* is normally expressed in ovaries (pink arrow). Primers for RT-qPCR are indicated by arrowheads: gray for *phf7-RC*, red for total *phf7*

To gain a genome-wide view of the expression changes associated with the loss of H3K9me3 pathway members in germ cells, we used RNA-seq to compare the transcriptomes of *GLKD* mutant ovaries with wild-type ovaries from newborn (0–24 h) females. 

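RNA from whole ovaries of 4 genotypes was sequenced, with 2 biological replicates each. These were wild type and germline knockdowns (GLKD) in which a hairpin RNA expressed in the germ cells depletes SETDB1 (gene egg), its cofactor WDE (gene wde) or HP1a (gene Su(var)205). The groups also differed in age and temperature, and the knockdowns in the driver of the hairpin, which was nos-Gal4 with bam-Gal80 for setdb1 and hp1a GLKD and nos-Gal4 alone for wde GLKD. Wild-type females were 0 to 24 h old. They are taken to have been kept at 25 °C, the paper's default, since it names no other temperature for them. The paper gives wild type as sibling controls or a y w stock, and for siblings the temperature could differ. Setdb1 and hp1a GLKD females were kept at 29 °C and were 3 to 5 days old. The wde GLKD females were raised at 18 °C and held at 29 °C for 2 days. The authors aligned the reads to the dm6 genome with TopHat and deposited the output of CuffDiff, a table of all 6 pairwise comparisons of the 4 genotypes over 16510 gene entries. For each genotype it gives 1 FPKM value (fragments mapped to a gene, scaled to transcript length and to the fragments mapped in all) that pools both replicates, with the authors' log2 fold change, p-value and q-value for each comparison. Values per replicate and the depth of each library are therefore unknown here, and no spread between replicates can be given. The error behind each comparison enters only through the authors' q-value and, in simulations, their test statistic. The q-values are adjusted over all 67100 tests of the 6 comparisons together, and none is below 0.000248. From this table, fold changes were recomputed from the FPKM values, genes were called with the fold change and q-value the paper states, and the calls were counted and compared. Upregulated genes also needed an FPKM of at least 1 in the mutant, which the paper's Methods do not ask for but every gene in its lists of upregulated genes has. An FPKM of at least 1 was found for 9295 entries in wild type, 9814 in setdb1 GLKD, 9028 in wde GLKD and 9463 in hp1a GLKD ovaries. Of all entries, 7677 overlap another on the genome, so their reads can be shared between genes.

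The genotype label deposited with both setdb1 GLKD samples names a set1 hairpin, while their titles and the paper name setdb1, which is followed here. The depleted gene was lower in its own knockdown. In the authors' deposited table, egg, on chromosome 2R from 24775534 to 24780428, fell from 13.9 FPKM in wild type to 6.81 in setdb1 GLKD ovaries, and 48.8% remained (q = 0.000248, the authors' CuffDiff test), while the authors' deposited table gives 13.8 and 14.0 FPKM in wde and hp1a GLKD ovaries. For wde, on 2R from 10800420 to 10808938, the authors' deposited table gives 26.1 FPKM in wild type and 14.4 in wde GLKD ovaries, and 55.1% remained. For Su(var)205, on 2L from 8206171 to 8211122, it gives 239 FPKM in wild type and 104 in hp1a GLKD ovaries, and 43.3% remained. Su(var)205 was also lower in the other knockdowns. It had 173 FPKM in setdb1 GLKD (72.6%, q = 0.00366) and 179 in wde GLKD ovaries (74.9%, q = 0.00953, the authors' test). The entries of egg and Su(var)205 overlap other genes, and whole ovaries include somatic cells that the hairpins do not target.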

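Phf7 lies on the X chromosome of dm6 from 20160355 to 20165830. The deposited values are summed over the transcripts of a gene, so phf7-RC was not separated from phf7-RA in them. At gene level the authors' deposited table gives Phf7 17.1 FPKM in wild type, 29.3 in setdb1 GLKD, 26.9 in wde GLKD and 17.7 in hp1a GLKD ovaries. The log2 fold change in the authors' deposited table was 0.78 in setdb1 GLKD and 0.65 in wde GLKD (q = 0.000248 in each by the authors' test) and 0.05 in hp1a GLKD (q = 0.819), under the 2-fold threshold in all 3 mutants. For the phf7-RC transcript, the paper's Supplementary Data report 1.50 FPKM in wild type and 23.0, 16.4 and 5.32 FPKM in setdb1, wde and hp1a GLKD ovaries.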

In agreement with our RT-qPCR analysis, we find that the testis-specific *phf7* transcript, *phf7-RC*, is ectopically expressed in *setdb1, wde*, and *hp1a GLKD* mutant ovaries (Fig. 2f). In addition to *phf7*, our differential analysis identified 1191 genes in *setdb1* GLKD mutant ovaries, 904 in *wde* GLKD ovaries, and 1352 in *hp1a* GLKD ovaries that are upregulated at least 2-fold relative to wild-type (FDR < 0.05; Supplementary Data 1–3). Additionally, 657 genes in *setdb1* GLKD mutant ovaries, 756 in *wde* GLKD ovaries, and 877 in *hp1a* GLKD ovaries are downregulated (Supplementary Data 4–6). 

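With a q-value under 0.05 in the authors' test, a fold change of at least 2 and an FPKM of at least 1 in the mutant, 1191 genes were upregulated in setdb1 GLKD, 904 in wde GLKD and 1352 in hp1a GLKD ovaries. The authors had tested 11413, 11034 and 11259 genes in these comparisons. The median log2 fold change of the upregulated genes with a wild-type FPKM above 0 was 1.77, 1.72 and 1.76, and 40, 36 and 26 further genes were listed at an FPKM of 0 in wild type. By gene name, 1190, 903 and 1351 of the calls are also in the paper's lists. Without the FPKM minimum there were 1329, 988 and 1483 genes. A fold change of at least 3 left 741, 523 and 813 genes, and leaving out entries that overlap another or name several genes left 769, 538 and 806.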

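With a q-value under 0.05 in the authors' test and a fold change of at least 2 below wild type, without an FPKM minimum, 709 genes were downregulated in setdb1 GLKD, 957 in wde GLKD and 919 in hp1a GLKD ovaries. Of these, 657, 748 and 837 are named in the paper's lists. The median log2 fold change of those with an FPKM above 0 in the mutant was -1.34, -1.81 and -1.42. With no FPKM minimum in either direction, upregulated genes made up 65.2% of all changed genes in setdb1 GLKD, 50.8% in wde GLKD and 61.7% in hp1a GLKD ovaries.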

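At least 2-fold changes from wild type with a q-value under 0.05 in setdb1, wde and hp1a GLKD ovaries alike were found for 857 genes. Of these, 569 were up in all 3 mutants, 250 were down in all 3 and 38 did not change in one direction. The share in one direction was 95.6%. Across the 10416 genes with an FPKM of at least 1 in any genotype, log2 fold changes, computed with 1 FPKM added to each value, gave a Pearson's r of 0.60 and a Spearman's rho of 0.59 between setdb1 and wde GLKD, 0.68 and 0.77 between setdb1 and hp1a GLKD, and 0.84 and 0.76 between wde and hp1a GLKD. These are correlations across genes, which are not independent replicates, and all 3 comparisons use the same wild-type libraries, so unchanged groups would also correlate and change in one direction. In 1000 simulations of unchanged groups, with the errors that the authors' test statistics imply, the mean Pearson's r was 0.391, 0.421 and 0.334 for the 3 pairs and the highest was 0.726, 0.756 and 0.669. Over the 9826 genes that could be simulated, the observed r was 0.604 between setdb1 and wde GLKD, which 16 of the 1000 simulations reached, and 0.770 and 0.775 for the pairs with hp1a GLKD, which none reached. The observed rho over these genes was 0.617, 0.801 and 0.750, against highest simulated values of 0.474, 0.498 and 0.464. For the share in one direction, the simulations, with as many genes of the largest change taken as were observed, gave a mean of 99.1% (97.1% to 100%) over a mean of 282 genes changed in all 3. The observed share among the genes that could be simulated was 96.2% of 766. The share was therefore not above that of unchanged groups, while the number of genes was above the simulated mean. The simulated genes were taken by rank and need not have reached a 2-fold change or a q-value under 0.05.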

Comparison of the differential gene expression profiles of *setdb1 GLKD* mutant ovaries with *wde* and *hpa1 GLKD* mutant ovaries revealed extensive similarities, as expected for genes functioning in the same pathway (Fig. 3a).

**Fig. 3:**
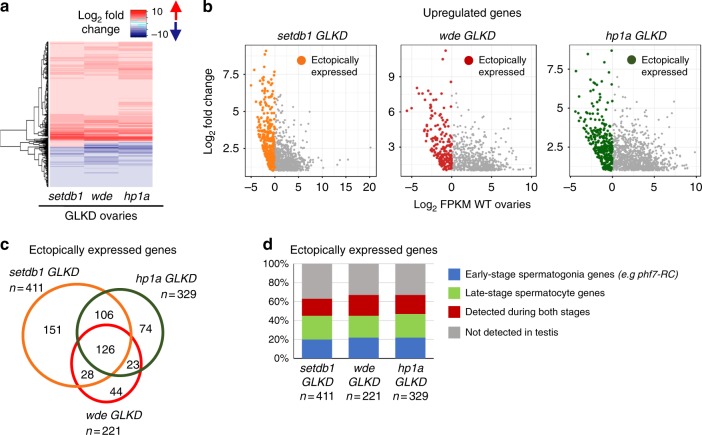
Depletion of H3K9me3 pathway members leads to ectopic expression of a similar gene set. **a** Comparisons of the deregulated gene expression profiles of *setdb1, wde* and *hp1a* GLKD ovaries reveals extensive similarities. Heat map comparing changes in gene expression in *setdb1*, *wde*, and *hp1a GLKD* ovaries compared to wild-type (WT) ovaries. Each row depicts a gene whose expression is deregulated at least 2-fold (FDR < 0.05) in all mutants when compared to wild-type. **b** Depletion of pathway members leads to ectopic expression of genes which are not normally expressed in ovaries. Scatter plots of significantly upregulated genes in *setdb1*, *wde*, and *hp1a GLKD* ovaries. The log_2_ fold change in gene expression is plotted against the log_2_ of the FPKM values in wild-type ovaries. Colored points indicate ectopically expressed genes (log_2_ FPKM < 0 in WT ovaries). **c** Venn diagram showing overlap of ectopically expressed genes in *setdb1*, *wde*, and *hp1a GLKD* ovaries. The amount of overlap is significantly higher than expected stochastically (*P* < 10^–6^). The significance of each two-way overlap was assessed using Fisher’s exact test performed in R, in each case yielding *P* < 10^−6^. The significance of the three-way overlap was assessed by a Monte Carlo simulation, yielding *P* < 10^−6^. For each genotype, the number (n) of ectopically expressed genes is indicated. **d** A majority of ectopically expressed genes are normally expressed in testis. Bar chart showing the percentage of ectopically expressed genes in *setdb1*, *wde*, and *hp1a GLKD* ovaries that are normally expressed in wild-type testis. Genes are assigned into groups based on expression in wild-type and *bgcn* mutant testis (see text for details): early stage spermatogonia genes (>2-fold increase in *bgcn* testis compared to wild-type testis, in blue), late-stage spermatocyte genes (>2-fold decrease in *bgcn* testis compared to wild-type testis, in green) and genes detected during both stages (FPKM > 1 in both samples, in red). Genes which are not expressed in either testis sample (FPKM < 1) are in gray. For each genotype, the number (n) of ectopically expressed genes is indicated

Interestingly, all mutants express a set of upregulated genes that are normally not expressed in wild-type ovaries (FPKM < 1 in wild-type ovaries Fig. 3b, c, Supplementary Data 7–9). 

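Of the upregulated genes, 410 in setdb1 GLKD, 220 in wde GLKD and 328 in hp1a GLKD ovaries had an FPKM under 1 in wild type, which is 34.4%, 24.3% and 24.3% of them. Their median FPKM in the mutant was 2.61, 2.76 and 2.35. An FPKM under 2 in the mutant was found for 143, 77 and 130 of them, and an FPKM of at least 10 for 59, 37 and 26. The counts depend on the limit for silence in wild type. With a wild-type FPKM under 0.5 they were 232, 142 and 175. Entries that overlap another gene account for 98, 56 and 94 of the ectopic genes. Fold changes were ranked among those ectopic in all 3 mutants with a wild-type FPKM above 0. The largest log2 fold change summed over the mutants was that of CG42704, on the X chromosome from 7412668 to 7413296. The authors' deposited table gives it 0.935 FPKM in wild type and 191, 354 and 385 FPKM in setdb1, wde and hp1a GLKD ovaries. It was followed by CG14309, CG15721, CG42822 and PPO1, of which the entries of CG15721 and PPO1 overlap other genes.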

While we found that there was a significant overlap between the genes ectopically expressed in all three mutant backgrounds (Fig. 3c), we did not find that they were enriched for specific gene ontology terms. However, the pivotal role of *phf7* in controlling germ cell sex identity suggested to us that many of the ectopically expressed genes might be normally expressed in testis. To test this idea, we compared our data with published RNA-seq analysis of wild-type testis and *bgcn* mutant testis^23^. 

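The 3 sets of ectopic genes hold 551 genes in all, of which 125 were ectopic in all 3 mutants, 157 in exactly 2 and 269 in exactly 1. Setdb1 and wde GLKD shared 153 genes where 42.0 would be shared by independent lists (odds ratio 21.4, p = 1.2e-75, one-sided Fisher's exact test), setdb1 and hp1a GLKD shared 231 against 65.4 (odds ratio 27.0, p = 6.1e-119, Fisher's exact test), and wde and hp1a GLKD shared 148 against 36.9 (odds ratio 25.1, p = 2.5e-80, Fisher's exact test). The tests ran over the genes with a wild-type FPKM under 1 that the authors tested in both comparisons. They treat genes as independent, which they are not. For the 3-way overlap, the highest of 10000 random draws was 20 genes (Monte Carlo permutation p = 0.0001, the smallest these draws can give).

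Independent lists are not the only reference, because a gene whose wild-type value was low by chance is raised in every comparison. In 1000 simulations of unchanged groups sharing the wild type, with as many genes of the largest increase taken as were observed, the mean overlap was 101, 157 and 98.7 genes for the 3 pairs, with a highest value of 119, 183 and 117. The observed overlaps among the same genes were 137, 208 and 132. For all 3 mutants the observed overlap was 115, with a simulated mean of 72.2 and a highest value of 91. Every observed overlap lay above all 1000 simulations, by much less than it lay above independent lists. The simulated lists were filled by rank to the observed length, so their genes need not have met the thresholds for an ectopic gene. The simulations therefore cannot tell whether unchanged groups would yield such lists at all. They ask only how far lists of this length would overlap. The excess was lost when entries that overlap another gene were left out. Leaving them out also changes the genes compared and simulated, so this does not show that the excess lay in these entries. Without these, a setting added after the data were examined, the observed overlaps were 99, 151, 96 and 83 genes, within the simulations, whose means were 93.7, 145, 90.5 and 76.99 and whose highest values were 105, 159, 104 and 91.

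**Figure D1:**
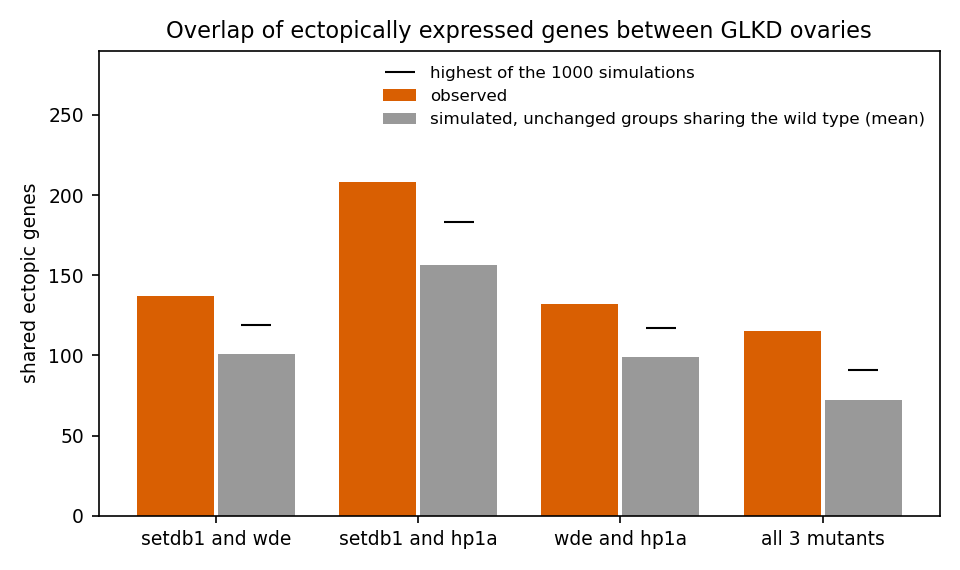
Number of ectopic genes shared between each pair of mutants and between all 3 (y axis). Orange bars are the observed overlaps among the simulated genes, gray bars the mean of 1000 simulations of unchanged groups that share the wild type, and black lines the highest simulation. The observed 137, 208, 132 and 115 genes lie above the highest simulations of 119, 183, 117 and 91. Simulated lists were filled by rank to the observed length, whatever the size of the change.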

In spermatogenesis, *bgcn* is required for the undifferentiated spermatogonia to stop mitosis and transition into the spermatocyte stage. In *bgcn* mutants this transition is blocked and the testis are enriched for dividing spermatogonial cells. The comparison of the wild-type and mutant expression profiles can therefore be used to identify genes preferentially expressed in early-stage spermatogonia (>2-fold increase in *bgcn* compared to wild-type, in blue) and in late-stage spermatocytes (>2-fold decrease in *bgcn* compared to wild type, in green). We also identified genes that are normally expressed in testis but are not differentially expressed (FPKM > 1 in both samples, in red) and genes that are not detectable in either sample (FPKM < 1, in gray). This analysis revealed that 63–67% of the ectopically expressed genes are expressed in testis (Fig. 3d; Supplementary Data 7–9). 

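The testis classes were taken from the paper's Supplementary Data 7–9, since the testis libraries were not analysed here, and every ectopic gene counted here has a class there. In setdb1 GLKD ovaries 258 of the 410 ectopic genes were classed as expressed in testis, which is 62.9% (95% Wilson interval 58.2% to 67.5%). In wde GLKD ovaries the share was 146 of 220, or 66.4% (59.9% to 72.3%), and in hp1a GLKD ovaries 218 of 328, or 66.5% (61.2% to 71.4%). The intervals of the 3 mutants overlap, and they cover counting error over genes only. Those lists class ectopic genes only, so the testis share of other genes silent in wild-type ovaries is unknown here. Whether ectopic genes are enriched for testis genes was therefore not tested. With a wild-type FPKM under 0.5 the share was 56.9% in setdb1 GLKD, 59.9% in wde GLKD and 62.9% in hp1a GLKD.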

Because both early and late stage testis genes are ectopically expressed in the mutant ovaries, we conclude that the H3K9me3 pathway genes SETDB1, WDE and HP1a are required to repress spermatogenesis transcription in female germ cells.

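Among the ectopic genes of setdb1 GLKD ovaries, 81 were early-stage testis genes, 103 were late-stage and 74 were present at both stages. The numbers were 47, 51 and 48 in wde GLKD and 69, 83 and 66 in hp1a GLKD ovaries. The median FPKM in setdb1 GLKD ovaries was 3.17 for early-stage and 2.30 for late-stage genes. Of the 125 genes ectopic in all 3 mutants, 36 were early-stage, 34 late-stage, 23 present at both stages and 32 not in testis. The testis share was thus 74.4% among the genes ectopic in all 3 mutants, against 143 of 269 or 53.2% among those ectopic in exactly 1 (odds ratio 2.56, p = 6.5e-05, two-sided Fisher's exact test across genes). From the presence of both early-stage and late-stage genes, the paper concludes that the 3 proteins repress spermatogenesis transcription in female germ cells.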

This analysis also shows that 33–37% of the ectopically expressed genes are not normally expressed in gonads (gray, Fig. 3d), suggesting that the H3K9me3 pathway also represses somatic gene transcription. However, we did not identify a predominant tissue-specific signature amongst the remaining ectopically expressed genes (Supplementary Fig. 3). Furthermore, and despite ectopic expression of somatic genes, the mutant germ cells retained their germ cell identity, as evidenced by the presence of spectrosomes and fusomes, germ-cell specific organelles, as well as expression of the germ cell marker VASA (Fig. 1a–g). These results indicate that function of the H3K9me3 pathway in germ cells is not restricted to repressing the spermatogenesis gene expression program.

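Not classed as expressed in testis were 152 ectopic genes in setdb1 GLKD (37.1%), 74 in wde GLKD (33.6%) and 110 in hp1a GLKD ovaries (33.5%). Their median FPKM in the mutant was 2.35, 2.70 and 2.07, and 59, 24 and 50 of them had an FPKM under 2. While 32 of these genes were ectopic in all 3 mutants, 72 were ectopic only in setdb1 GLKD, 25 only in wde GLKD and 29 only in hp1a GLKD ovaries. The highest value was 191 FPKM for CG42704 in setdb1 GLKD and 1413 FPKM for the eggshell gene Cp15 in wde GLKD ovaries. Both are values of the authors' deposited table, without a replicate spread. In that table Cp15 had 0.589 FPKM in wild type, 2.68 in setdb1 GLKD and 17.7 in hp1a GLKD ovaries. Wild-type females were younger than the mutants, so for eggshell genes age and genotype cannot be told apart. Later egg chambers in the wde GLKD ovaries also remain open. The value of Cp15 therefore does not show a loss of silencing.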

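Lists of tissue marker genes, fixed before the data were examined, were searched for these genes. The lists are short, so a low count of members does not argue against another tissue. Of the 152 ectopic genes of setdb1 GLKD ovaries without testis expression, 4 were in a list, the eggshell genes Cp15 and Cp16 and the digestive enzyme genes Jon99Ci and iotaTry. In wde GLKD 3 of 74 were in a list, and in hp1a GLKD 2 of 110. When the Jon, Mal-A and Lys families are counted together with the gut list, digestive enzyme genes made up 7 of the 152 genes in setdb1 GLKD ovaries and 0 in wde and hp1a GLKD ovaries. The whole gut list had a median log2 ratio to wild type of 2.20 in setdb1 GLKD, -0.16 in wde GLKD and -0.04 in hp1a GLKD. Gut tissue in the setdb1 GLKD libraries was not ruled out.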

### H3K9me3 islands correlate with sex-specific gene expression

Our studies raise the possibility that SETDB1 prevents linage-inappropriate gene transcription by mediating the deposition of H3K9me3 on its target loci. To test this idea directly, we performed H3K9me3 chromatin immunoprecipitation followed by sequencing (ChIP-seq) on wild-type and *setdb1 GLKD* ovaries. By limiting the differential peak analysis to euchromatin genes, we identified 746 H3K9me3 enrichment peaks in wild-type that were significantly altered in *setdb1 GLKD* ovaries (Fig. 4a). Whereas a majority of the gene associated peaks show the expected decrease in H3K9me3 enrichment (84%, 630/746), we also observed regions with an increase in H3K9me3 enrichment (15%, 116/746). How loss of SETDB1 might lead to an increase in H3K9me3 is not known, but the effect is most likely indirect.

**Fig. 4:**
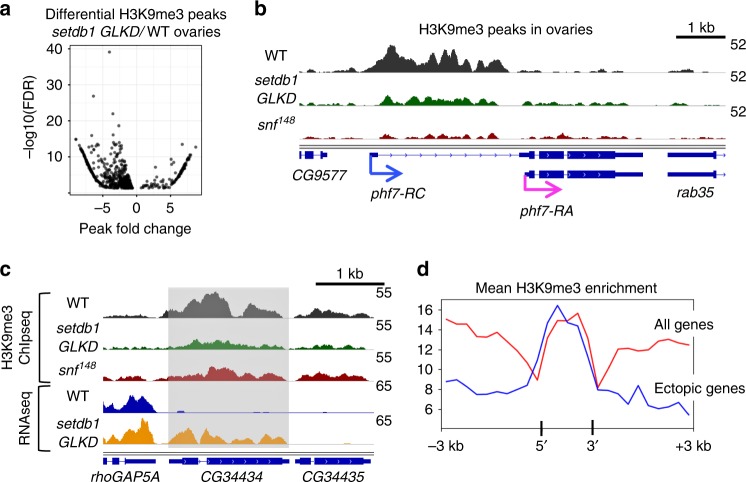
Loss of SETDB1 in female germ cells leads to H3K9me3 depletion on a select set of genes **a** Differential analysis of paired H3K9me3 ChIP-seq data sets identifies SETDB1-dependent H3K9me3 peaks. Scatter plot showing the significantly altered (FDR < 0.05) H3K9me3 peaks in *setdb1 GLKD* ovaries relative to wild-type (WT) ovaries. The x-axis is the log_2_ H3K9me3 enrichment of wild-type peaks subtracted from the log_2_ H3K9me3 enrichment of *setdb1 GLKD* peaks. Negative values indicate a reduction in H3K9me3 in mutant ovaries. **b** The H3K9me3 peak over the testis-specific *phf7-RC* TSS is decreased in *setdb1 GLKD* and *snf*^*148*^ mutant ovaries. Genome browser view of *phf7* and neighboring genes *CG9577* and *rab35*. **c** In *setdb1 GLKD* ovaries, ectopic expression of *CG34434* is correlated with a decreased in H3K9me3 accumulation. H3K9me3 accumulation is also decreased in *snf*^*148*^ mutant ovaries. Genome browser view of *CG34434* and its neighbors, *rhoGAP5A* and *CG34435*. RNA reads in wild-type (WT) and *setdb1 GLKD* are in blue and orange, respectively. The ChIP-seq reads are in black, green and red. *CG34434* is shaded. **d** Average enrichment profile indicates that the H3K9me3 peaks at the 21 SETDB1-regulated genes are localized over the gene body. The average H3K9me3 enrichment profile on the average gene body (transcription start site to transcription end site) scaled to 1500 base pairs, ±3 kb. In red, the average enrichment profile of euchromatic genes which display an H3K9me3 peak in wild-type ovaries. In blue, the average H3K9me3 profile of the 21 genes which are both ectopically expressed and display a loss of H3K9me3 enrichment in *setdb1 GLKD* ovaries

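CG34434 lies on the X chromosome of dm6 from 5614554 to 5616370. In the authors' deposited table it had 0.243 FPKM in wild type and 12.0 FPKM in setdb1 GLKD ovaries, a log2 fold change of 5.62 (q = 0.000248, the authors' test). It was ectopic by the thresholds used here. The neighbor RhoGAP5A, from 5616572 to 5618806, had 11.4 and 19.04 FPKM in the authors' deposited table, a log2 fold change of 0.74 (q = 0.000248, the authors' test), and CG34435, from 5613325 to 5614467, had 0.051 and 0.059 FPKM. Near Phf7, the authors' deposited table gives CG9577 22.7 FPKM in wild type and 33.6 in setdb1 GLKD ovaries (log2 fold change 0.57, q = 0.0189 by the authors' test), and Rab35 22.3 and 25.0 FPKM (log2 fold change 0.17, q = 0.315 by the authors' test). The entry of CG9577 overlaps another gene. None of the 4 neighbors changed 2-fold in setdb1 GLKD ovaries. In hp1a GLKD ovaries RhoGAP5A was 2.18-fold higher than wild type in the authors' deposited table (q = 0.000248, the authors' test).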

At the *phf7* locus, H3K9me3 is concentrated over the silenced testis-specific TSS in wild-type ovaries (Fig. 4b). Reduction of this peak in *setdb1 GLKD* ovaries correlates with aberrant testis-specific transcription (Fig. 2f). These data suggest a functional link between the presence of repressive H3K9me3 chromatin and the silencing of *phf7* testis-specific isoform transcription.

We identified an additional 24 normally silenced euchromatic genes at which reduction of the H3K9me3 peak in *setdb1 GLKD* ovaries correlates with ectopic expression. Of these genes, 4 contain transposable element (TE) sequences. 

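The ChIP-seq peaks were not analysed here, and what follows is the RNA side for the 21 genes of Table 1, which leaves out those with transposable element sequences. By FPKM under 1 in wild type and the thresholds above, 20 of the 21 were ectopic in setdb1 GLKD ovaries. Phf7 was the exception at gene level. The paper chose these genes in part for ectopic expression in the same setdb1 GLKD data. Their number of ectopic genes and their high values in setdb1 GLKD are therefore no independent evidence. Their FPKM in setdb1 GLKD ovaries, in the authors' deposited table, ran from 1.08 for CG10483 to 48.5 for CG12477, and 6 of the 20 were under 2 FPKM. Several depend on the limit for silence in wild type, since 11 of the 21 were ectopic with a wild-type FPKM under 0.5. With a fold change of at least 2 and a q-value under 0.05, whatever the FPKM, 13 of the 21 were higher than wild type in wde GLKD, 16 in hp1a GLKD and 10 in all 3 mutants, and 11, 14 and 9 were ectopic there. The FPKM was highest in setdb1 GLKD ovaries for 13 of the 21. In the authors' deposited table, CG15818 had 0.564 FPKM in wild type, 4.48 in setdb1 GLKD and 0.095 in wde GLKD ovaries, and CG17636 had 0.815, 7.27 and 0.520 FPKM. The decreases in wde GLKD had q = 0.0802 and q = 0.161 by the authors' test. In hp1a GLKD the 2 genes were higher than wild type, at 1.41 and 3.13 FPKM (q = 0.00691 and 0.000248, the authors' test). Table 1 lists both with gut expression, and gut tissue in the setdb1 GLKD libraries was not ruled out. The entries of CG10483, CR43299, CG31202 and Rab3-GEF overlap other genes, so reads can be shared there.

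**Figure D2:**
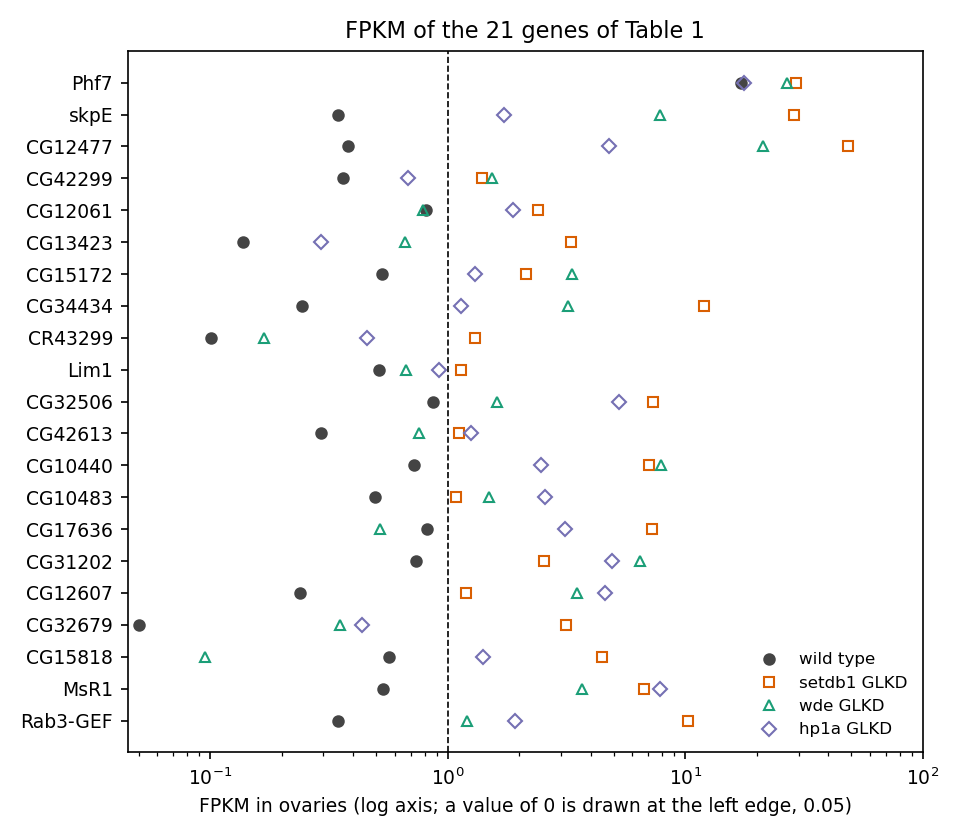
FPKM in ovaries (x axis, log scale) of the 21 genes of Table 1 (y axis) in wild type (filled circles) and in setdb1 (squares), wde (triangles) and hp1a GLKD (diamonds), each 1 pooled value of the authors' table. The dashed line marks 1 FPKM, and an FPKM of 0 is drawn at the left edge. Apart from Phf7, wild type lies below the line and setdb1 GLKD above it, which follows from how the paper chose the genes.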

Prior studies have shown that H3K9me3 is enriched around euchromatic TE insertion sites, suggesting the possibility that transcriptional repression might result from spreading of H3K9me3 from a silenced TE^24–26^. The absence of TE sequences at *phf7* and the other 20 genes suggests H3K9me3 deposition is controlled by a different mechanism. 

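By the testis classes of the paper's Supplementary Data 7–9, 16 of the 20 genes of Table 1 other than phf7 are expressed in testis. Of the 20, 5 are early-stage genes, 8 are late-stage, 3 are present at both stages and 4 are not in testis. In setdb1 GLKD ovaries their median was 2.85 FPKM for the 8 genes that Table 1 lists with a testis-specific isoform, 2.56 FPKM for the 7 listed in testis and other tissues and 4.48 FPKM for the 5 listed as not in testis. With a fold change of at least 2 and a q-value under 0.05, whatever the FPKM, 6, 4 and 3 of the genes in these groups were higher than wild type in wde GLKD ovaries, and 5, 6 and 5 in hp1a GLKD ovaries.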

Like *phf7*, the majority of these 20 SETDB1-regulated genes are normally expressed in spermatogenesis (Table 1). Furthermore, examination of their expression pattern in adult tissues, as reported in FlyAtlas^27^, indicates that 8 of these genes express at least one testis-specific isoform. Of the remaining genes, 7 express isoforms in the testis and other tissues, and 5 are not normally expressed in the adult testis. Further studies are needed to determine whether repression of these genes is as important for female germ cell development as *phf7*.

**Table 1:** SETDB1/H3K9me3 regulated genes in ovaries

Gene	Expression pattern in adults (see text)	Predicted function
*Genes normally expressed only in testis, or genes with testis-specific transcripts*		
*phf7*	Early stage testis specific transcript, *phf7-RC*	H3K4me2 binding
*skpE*	Early-stage spermatogonia	SKP1 gene family
*CG12477*	Early-stage spermatogonia	Ring finger domain/E3 ligase
*CG42299*	Both early and late	Zinc finger MIZ-type/E3 ligase
*CG12061*	Both early and late	Sodium/calcium exchanger
*CG13423*	Late-stage spermatocyte	Peptidase
*CG15172*	Late-stage spermatocyte	Unknown
*CG34434*	Late-stage spermatocyte	Unknown
*CR43299*	Late-stage spermatocyte	ncRNA
*Genes normally expressed in testis and other tissues*		
*Lim1*	Early-stage spermatogonia; brain/CNS	Homeobox transcription factor
*CG32506*	Early-stage spermatogonia; brain/CNS	Rab GTPase activating proteins
*CG42613*	early-stage spermatogonia; brain/CNS	CUB domain
*CG10440*	Late-stage spermatocyte; brain/CNS	BTB/POZ domain
*CG10483*	Late-stage spermatocyte; brain/CNS	SPX and EXS domains
*CG17636*	Late-stage spermatocyte; gut	Hydrolase
*CG31202*	Late-stage spermatocyte; crop	Alpha-mannosidase class I
*Genes normally not expressed in testis*		
*CG12607*	No expression	Unknown
*CG32679*	No expression	Secretory protein
*CG15818*	Gut	Carbohydrate binding
*MsR1*	Brain/CNS	Transmembrane G protein coupled receptor
*Rab3-GEF*	Brain/CNS	GDP-GTP exchange factor

Previous studies have shown that ectopic PHF7 protein expression is sufficient to disrupt female fate and give rise to a germ cell tumor^4^. We therefore asked if ectopic PHF7 contributes to the *setdb1* GLKD mutant phenotype by generating double mutant females. We found that while loss of *phf7* did not restore oogenesis, there was a shift in the distribution of mutant phenotypes such that the majority of *phf7*^*ΔN18*^*; setdb1 GLKD* double mutant ovarioles contained no germ cells (Supplementary Fig. 4). While these data indicate that *phf7* is a critical target of SETDB1 silencing, our finding that the phenotype was not fully rescued suggests that ectopic expression of one or more of the other SETDB1 target genes we identified in this study also contribute to the tumor phenotype.

Co-regulated genes are often clustered together in the genome. In *Drosophila*, about a third of the testis-specific genes are found in groups of three or more genes^28,29^. However, the 21 SETDB1-regulated genes we have identified do not fall within the previously identified testis gene clusters, nor are they clustered together in the genome (Fig. 5, Supplementary Table 1). Even on the X chromosome, where 11 of the 21 genes are located, the closest two genes are 100 kb away from each other. Thus, the SETDB1 regulated genes are not located within co-expression domains.

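By the loci of the authors' deposited table, 11 of the 21 genes lie on the X chromosome. The closest pair there is CG42299, from 15574947 to 15575683, and CR43299, from 15662289 to 15665707, with 86.6 kb between them. The closest pair on an autosome lies 1022 kb apart, on chromosome 2R. Of the 20 genes that were ectopic at gene level, 10 are on the X, against 68 of the other 390 ectopic genes of setdb1 GLKD ovaries (odds ratio 4.74, p = 0.0013, one-sided Fisher's exact test across genes). Among all 410 ectopic genes the X-linked share was 19.02%, and among the other genes silent in wild type it was 17.8% (odds ratio 1.08, p = 0.568, two-sided Fisher's exact test across genes).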

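The genes next to the 21 were examined for a change in the same ovaries. The nearest gene on each side gave 42 neighbors, whose median log2 ratio of setdb1 GLKD to wild type was 0.01, computed with 1 FPKM added, while the median of the 21 genes themselves was 1.81. The paper chose the 21 genes in part for ectopic expression in these same ovaries, so their high median follows from that choice. Neighbors near 0 FPKM in both genotypes have a ratio near 0 because of the added 1 FPKM. Among 10000 random lists of 42 genes matched on mean expression, the neighbors' median was at the 82.1 percentile. The authors tested 25 of the 42, while the other 17 have no completed test. Upregulated were 3 of the 25, or 12.0%, where 10.4% of all tested genes were upregulated, and 0 were downregulated. The 3 are skpC, next to skpE, with 0.676 and 80.6 FPKM in wild type and setdb1 GLKD ovaries, CG18067, next to CG13423, with 11.9 and 52.1 FPKM, and CG17841, next to CG32679, with 13.9 and 39.9 FPKM in the authors' deposited table. They were named after their values were seen. From the distances between the genes and their absence from testis gene clusters identified earlier, the paper concludes that they do not lie in co-expression domains.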

**Fig. 5:**
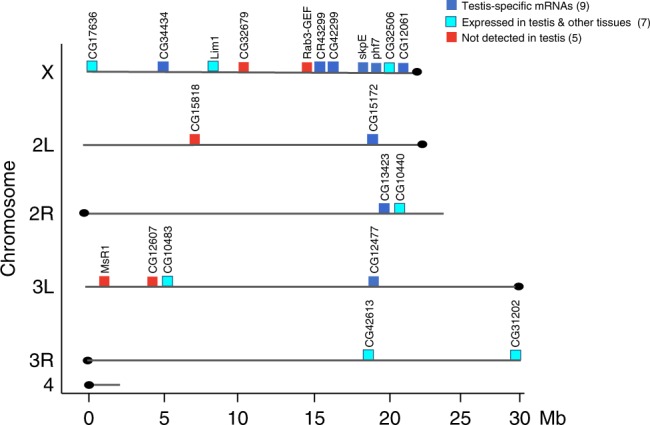
Distribution of the 21 SETDB1/H3K9me3 regulated genes in the genome. The 21 genes are not clustered together in the genome. Gene positions are shown on the six major chromosome arms. Chromosome length is indicated in megabase pairs (Mb). See Supplementary Table 1 for the exact position of each gene. The normal expression pattern of these genes is indicated as follows: genes with testis-specific isoform (dark blue), genes expressed in testis and other tissues (turquoise) and genes not normally expressed in adult testis (red). See Table 1 for details

In fact, the H3K9me3 peaks at the 21 SETDB1-regulated genes are highly localized and do not spread into the neighboring genes (e.g. Fig. 4b, c, Supplementary Fig. 5). Averaging the H3K9me3 distribution over these 21 genes, scaled to 1.5 kb and aligned at their 5′ and 3′ ends, demonstrates a prominent enrichment over the gene body (Fig. 4d, in blue). In contrast, the average enrichment profile over all euchromatic genes with H3K9me3 peaks showed a broader pattern extending both upstream and downstream of the gene body (Fig. 4d, in red). Together these results clearly show that silencing involves formation of gene-specific blocks of H3K9me3 islands at a select set of testis genes.

### SXL loss in germ cells interferes with H3K9me3 accumulation

Previous studies have established that sex-specific *phf7* transcription is controlled by the female sex determination gene *Sxl*^4^. Together with studies demonstrating that SXL protein is expressed in *setdb1* mutant germ cells^13^, these data suggest that SXL acts upstream, or in parallel to SETDB1 to control *phf7* transcription. To assess the potential of a *Sxl-*mediated mechanism, we asked whether the loss of SXL in germ cells affects H3K9me3 accumulation. As with our earlier studies, we take advantage of the viable *sans-fille*^*148*^ *(snf*^*148*^*)* allele to selectively eliminate SXL protein in germ cells without disrupting function in the surrounding somatic cells. SNF, a general splicing factor, is essential for *Sxl* autoregulatory splicing^7^. The viable *snf*^*148*^ allele disrupts the *Sxl* autoregulatory splicing loop in female germ cells, leading to a failure in SXL protein accumulation, masculinization of the gene expression program (including *phf7*), and a germ cell tumor phenotype^4,30–32^. All aspects of the *snf*^*148*^ mutant phenotype described to date are restored by germ cell-specific expression of a *Sxl cDNA*. Therefore, the analysis of *snf*^*148*^ mutant ovaries directly informs us of *Sxl* function in germ cells. Interestingly, we found that that the intense H3K9me3 staining foci observed in wild-type germ cells was reduced in *snf*^*148*^ mutants (Fig. 6a, b, Supplementary Fig. 2d, e). However, two lines of evidence indicate that SETDB1 protein expression, measured by an HA tag knocked into the endogenous locus^33^, was not disrupted in *snf*^*148*^ mutant germ cells. First, in whole mount immunostaining of both wild-type and *snf*^*148*^ mutant germ cells, SETDB1 showed diffuse cytoplasmic staining and punctate nuclear staining (Fig. 6c, d arrow head). Second, Western blot analysis of ovarian extracts showed that *snf*^*148*^ tumors and wild-type ovaries have a similar level of SETDB1 protein (Fig. 6e, Supplementary Fig. 6). Our finding that H3K9me3 staining is disrupted, even though SETDB1 protein accumulation appears normal in *snf*^*148*^ mutant ovaries, leads us to conclude that SXL and SETDB1 collaboratively promote H3K9me3-mediated silencing (Fig. 6f).

**Fig. 6:**
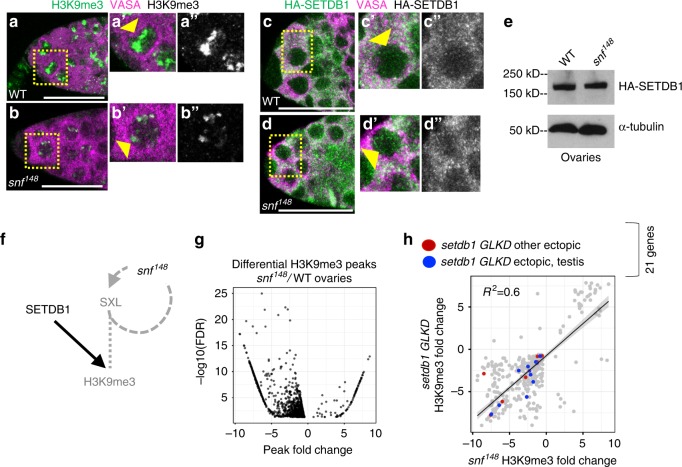
H3K9me3 distribution is affected in *snf*^*148*^ mutant ovaries. **a**, **b** Reduced H3K9me3 staining in *snf*^*148*^ mutant germ cells. Confocal images of a wild-type (WT) and *snf*^*148*^ germaria stained for H3K9me3 (green, white in inset). Germ cells were identified by α-VASA staining (magenta). Scale bar, 25 μm. Insets show a higher magnification of a single germ cell, outlined by a dashed line. **c**, **d** SETDB1 protein localization is not altered in *snf*^*148*^ mutant germ cells. Confocal images of a germaria from wild-type and *snf*^*148*^ females carrying a copy an endogenously HA-tagged allele of *setdb1* stained for HA (green, white in inset). Germ cells were identified by α-VASA staining (magenta). Scale bar, 12.5 μm. Insets show a higher magnification of a single germ cell, outlined by a dashed line. **e** Western blot of ovarian lysates from wild-type and *snf*^*148*^ females carrying a copy an endogenously HA-tagged allele of *setdb1* probed with an antibody against the HA tag. α-tubulin the loading control. **f** Diagram of genetic pathway controlling H3K9me3 accumulation in female germ cells. In WT, SXL collaborates with SETDB1 to regulate H3K9me3 accumulation. *snf*^*148*^, by virtue of the fact that it interferes with *Sxl* splicing, leads to germ cells without SXL protein. This in turn leads to a defect in H3K9me3 accumulation without interfering with SETDB1 protein accumulation. **g** Differential analysis of paired H3K9me3 ChIP-seq data sets identifies peak changes in *snf*^*148*^ mutant ovaries. Scatter plot of significantly altered (FDR < 0.05) H3K9me3 peaks in *snf*^*148*^ ovaries relative to wild-type (WT) ovaries. The x-axis is the log_2_ H3K9me3 enrichment of wild type peaks subtracted from the log_2_ H3K9me3 enrichment of *snf*^*148*^ peaks. Negative values indicate a decreased H3K9me3 peak in mutant ovaries. **h** *setdb1 GLKD* and *snf*^*148*^ influence H3K9me3 accumulation on a similar set of genes, including the genes ectopically expressed in *setdb1* GLKD ovaries. Plot comparing the significantly altered H3K9me3 peaks observed in *snf*^*148*^ ovaries to *setdb1 GLKD* ovaries. Genes that are not normally expressed in ovaries but are ectopically expressed in *setdb1 GLKD* are labeled in red or in blue. Blue indicates genes which are normally expressed in testis

To directly test whether *Sxl* plays a role in controlling H3K9me3 deposition, we profiled the distribution of H3K9me3 by ChIP-seq in *snf*^*148*^ mutant ovaries and compared it to the distribution in wild-type ovaries. By limiting the differential peak analysis to within 1 kb of euchromatic genes, we identified 1,039 enrichment peaks in wild-type that were significantly altered in *snf*^*148*^ mutant ovaries, 91% of which show the expected decrease in H3K9me3 enrichment (Fig. 6g). When we compared the changes in *snf*^*148*^ and *setdb1* GLKD mutants, we found a close correlation (R^2^ = 0.6; Fig. 6h). The strong overlap between the regions displaying decreased H3K9me3 enrichment in *snf*^*148*^ and *setdb1 GLKD* mutant ovaries suggests that SXL and SETDB1 influence H3K9me3 accumulation on the same set of genes (Fig. 6h), including *phf7* (Fig. 4b) and CG34434 (Fig. 4c). Based on these studies we conclude that SXL functions with SETDB1 in the assembly of H3K9me3 silencing islands in germ cells.

## Discussion

This study reveals a role for H3K9me3 chromatin, operationally defined as facultative heterochromatin, in securing female identity by silencing lineage-inappropriate transcription. We show that H3K9me3 pathway members, the H3K9 methyltransferase SETDB1, its binding partner WDE, and the H3K9 binding protein HP1a, are required for silencing testis gene transcription in female germ cells. Our studies further suggest a mechanism in which SETDB1, in conjunction with the female fate determinant SXL, controls transcription through deposition of highly localized H3K9me3 islands on a select subset of these genes. The male germ cell sexual identity gene *phf7* is one of the key downstream SETDB1 target genes. H3K9me3 deposition on the region surrounding the testis-specific TSS guaranties that no PHF7 protein is produced in female germ cells. In this model, failure to establish silencing leads to ectopic PHF7 protein expression, which in turn drives aberrant expression of testis genes and a tumor phenotype (Fig. 7).

**Fig. 7:**
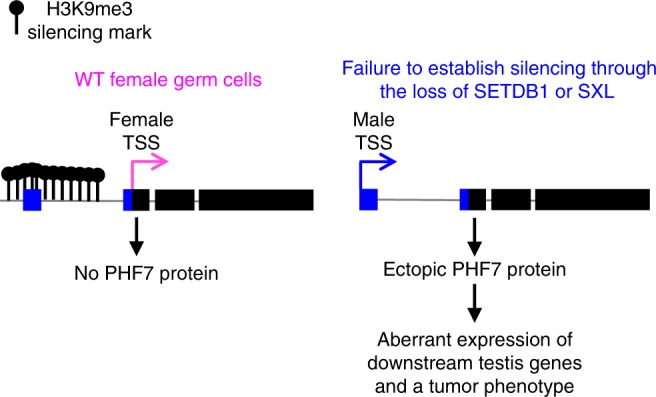
Schematic summary of discrete facultative heterochromatin island assembly at *phf7*. In female germ cells, SETDB1, together with SXL, directs assembly of a highly localized H3K9me3 domain around the testis-specific TSS. In germ cells lacking SETDB1 or SXL protein, the dissolution of the H3K9me3 domain correlates with ectopic testis-specific *phf7-RC* transcription and PHF7 protein expression. Ectopic PHF7 protein activity leads to activation of downstream testis genes and a tumor phenotype

Prior studies have established a role for SETDB1 in germline Piwi-interacting small RNA (piRNA) biogenesis and TE silencing^14,16,17^. However, piRNAs are unlikely to contribute to sexual identity maintenance as mutations that specifically interfere with piRNA production, such as *rhino*, do not cause defects in germ cell differentiation^18–21^ or lead to global changes in gene expression (Supplementary Fig. 1). These findings, together with our observation that *rhino* does not control sex-specific *phf7* transcription, suggests that the means by which SETDB1 methylates chromatin at testis genes is likely to be mechanistically different from what has been described for piRNA-guided H3K9me3 deposition on TEs.

We find that H3K9me3 accumulation at many of these genes, including *phf7*, is dependent on the presence of SXL protein. Thus, our studies suggest that SXL is required for female-specific SETDB1 function. SXL encodes an RNA binding protein known to regulate its target genes at the posttranscriptional levels^7^. SXL control may therefore be indirect. However, studies in mammalian cells suggest that proteins with RNA binding motifs are important for H3K9me3 repression^34,35^, raising the tantalizing possibility that SXL might play a more direct role in governing testis gene silencing. Further studies will be necessary to clarify how the sex determination pathway feeds into the heterochromatin pathway.

*phf7* stands out among the cohort of genes regulated by facultative heterochromatin because of its pivotal role in controlling germ cell sexual identity^4,5^. Because ectopic protein expression is sufficient to disrupt female fate, tight control of *phf7* expression is essential. *phf7* regulation is complex, employing a mechanism that includes alternative promoter usage and TSS selection. We report here that SETDB1/H3K9me3 plays a critical role in controlling *phf7* transcription. In female germ cells, H3K9me3 accumulation is restricted to the region surrounding the silent testis-specific transcription start site. Dissolution of the H3K9me3 marks via loss of SXL or SETDB1 protein is correlated with transcription from the upstream testis-specific site and ectopic protein expression, demonstrating the functional importance of this histone modification. Together, these studies suggest that maintaining the testis *phf7* promoter region in an inaccessible state is integral to securing female germ cell fate.

Although the loss of H3K9me3 pathway members in female germ cells leads to the ectopic, lineage-inappropriate transcription of hundreds of genes, our integrative analysis identified only 21 SETDB1/H3K9me3 regulated genes. Given that one of these genes is *phf7* and that ectopic PHF7 is sufficient to destabilize female fate^4,5^, it is likely that inappropriate activation of a substantial number of testis genes is a direct consequence of ectopic PHF7 protein expression. How PHF7 is able to promote testis gene transcription is not yet clear. PHF7 is a PHD-finger protein that preferentially binds to H3K4me2^5^, a mark associated with poised, but inactive genes and linked to epigenetic memory^36–38^. Thus, one simple model is that ectopic PHF7 binds to H3K4me2 marked testis genes to tag them for transcriptional activation.

It will be interesting to explore whether any of the other 20 SETDB1/H3K9me3 regulated genes also have reprogramming activity. In fact, ectopic fate-changing activity has already been described for the homeobox transcription factor Lim1 in the eye-antenna imaginal disc^39^. However, whether Lim1 has a similar function in germ cells is not yet known. Intriguingly, protein prediction programs identify three of the uncharacterized testis-specific genes as E3 ligases ([http://www.gene2f.org])^40^. SkpE is a member of the SKP1 gene family, which are components of the Skp1-Cullin-F-box type ubiquitin ligase. CG12477 is a RING finger domain protein, most of which are believed to have ubiquitin E3 ligases activity. CG42299 is closely related to the human small ubiquitin-like modifier (SUMO) E3 ligase NSMCE2. Given studies that have linked E3 ligases to the regulation of chromatin remodeling^41,42^, it is tempting to speculate that ectopic expression of one or more of these E3 ligases will be sufficient to alter cell fate. Future studies focused on this diverse group of SETDB1/H3K9me3 regulated genes and their role in reprogramming may reveal the multiple layers of regulation required to secure cell fate.

The SETDB1-mediated mechanism for maintaining sexual identity we have uncovered may not be restricted to germ cells. Recent studies have established that the preservation of sexual identity is essential in the adult somatic gut and gonadal cells for tissue homeostasis^43–47^. Furthermore, the finding that loss of HP1a in adult neurons leads to masculinization of the neural circuitry and male specific behaviors^48^ suggests a connection between female identity maintenance and H3K9me3 chromatin. Thus, we speculate that SETDB1 is more broadly involved in maintaining female identity.

Our studies highlight an emerging role for H3K9me3 chromatin in cell fate maintenance^49^. In the fission yeast *S. pombe*, discrete facultative heterochromatin islands assemble at meiotic genes that are maintained in a silent state during vegetative growth^50,51^. Although less well understood, examples in mammalian cells indicate a role for SETDB1 in lineage-specific gene silencing^52–56^. Thus, silencing by SETDB1 controlled H3K9 methylation may be a widespread strategy for securing cell fate. Interestingly, H3K9me3 chromatin impedes the reprogramming of somatic cells into pluripotent stem cells (iPSCs). Conversion efficiency is improved by depletion of SETDB1^57–59^. If erasure of H3K9me3 via depletion of SETDB1 alters the sexually dimorphic gene expression profile in reprogrammed cells, as it does in *Drosophila* germ cells, the resulting gene expression differences may cause stem cell dysfunction, limiting their therapeutic utility.

## Methods

### *Drosophila* stocks and culture conditions

Fly strains were kept on standard medium at 25 °C unless otherwise noted. Knockdown studies were carried out with the following lines generated by the *Drosophila* Transgenic RNAi Project^60^: *setdb1-P{TRiP.HMS00112}* (BDSC #34803, RRID: BDSC_34803), *Su(var)205/HP1a-P{TRiP.GL00531}* (BDSC #36792, RRID: BDSC_36792), and *wde-P{TRiP.HMS00205}* (BDSC #33339, BDSC_33339). Different conditions were used to maximize the penetrance of the germ cell tumor phenotype. For knockdown of *setdb1* and *HP1a* the *nos-Gal4;bam-Gal80* driver was used^61^, crosses were set up at 29 °C and adults were aged 3–5 days prior to gonad dissection. For *wde* knockdown the *nos-Gal4* driver was used (BDSC #4937, RRID: BDSC_4937)^62^, crosses were set up at 18 °C and adults were transferred to 29 °C for 2 days prior to gonad dissection. The following *Drosophila* stocks were also used in this study: *snf*^*148*^ (BDSC #7398, RRID: BDSC_7398)^30^, *HA-setdb1*^33,^ *phf7*^*ΔN18*^ and *PBac[3XHA-Phf7]*^5^. Wild-type ovaries are either sibling controlsor *y*^*1*^ *w*^*1*^ (BDSC #1495, RRID: BDSC_1495).

For each experiment described below, sample sizes were not predetermined by statistical calculations, but were based on the standard of the field. In a pool of control or experimental animals, specimens of the correct age and genotype were selected randomly and independently from different vials/bottles. Data acquisition and analysis were not performed blindly.

### Immunofluorescence and image analysis

*Drosophila* gonads were fixed and stained according to standard procedures with the following primary antibodies: mouse α-Spectrin (1:100, Developmental Studies Hybridoma Bank [DSHB] 3A9 RRID: AB_528473], rabbit α-H3K9me3 (1:1,000, Active Motif Cat# 39162, RRID: AB_2532132), rat α-HA (1:500, Roche Cat# 11867423001, RRID: AB_390919), mouse α-Sxl (1:100, DSHB M18 RRID: AB_528464), rabbit α-Vasa (1:2,000, a gift from the Rangan lab), and rat α-Vasa (1:100, DSHB RRID: AB_760351). Staining was detected by FITC (1:200, Jackson ImmnoResearch Labs) or Alexa Fluor 555 (1:200, Life Technologies) conjugated species appropriate secondary antibodies. TO-PRO-3 Iodide (Fisher, Cat# T3605) was used to stain DNA. Images were taken on a Leica SP8 confocal with 1024 × 1024 pixel dimensions, a scan speed of 600 Hz, and a frame average of 3. Sequential scanning was done for each channel and three Z-stacks were combined for each image. Processed images were compiled with Gnu Image Manipulation Program (GIMP) and Microsoft PowerPoint. The GIMP Hue-saturation tool was used to assign appropriate colors to merged panels. All staining experiments were replicated at least two times. The “*n*” in the figure legends represents the number of germaria scored from a single staining experiment.

Fluorescence intensity quantification of H3K9me3 was measured in 5 wild-type and mutant germaria using GIMP and normalized to fluorescence intensity of DNA to control for the number of cells. Each image was obtained under identical conditions and consisted of three Z-stacks, with the germline stem cells in the plane of focus.

### Western analysis

Ovary extracts for Western blots were prepared from hand-dissected ovaries from 100 females homogenized in 2X sample buffer (100 mM TRIS, pH 6.8, 10% β−Mercaptoethanol, 4% SDS, 20% glycerol, 0.1% Bromophenol Blue). Westerns were performed according to standard procedures with the following primary antibodies: rat α-HA high affinity (1:500, Roche # 11867423001, RRID: AB_390919), mouse α alpha-tubulin (1:500, DSHB #AA4.3, RRID: AB_579793), Enhanced chemiluminescence (ECL) was used for detection, with the following secondary antibodies: ECL goat anti-rat IgG HRP (1:2,000, Fisher # 45-001-200, RRID: AB_772207), and ECL sheep anti-mouse IgG HRP (1:2,000, Fisher # 45-000-679, RRID: AB_772210). For Western Blot Quantitation: Three replicates were used and the relative densities for each band were calculated with ImageJ [https://imagej.nih.gov/ij/]. Adjusted densities were determined by dividing the H3K9me3 relative densities by that of their corresponding loading controls. Uncropped scans are presented in Supplementary Fig. 6.

### qRT-PCR and data analysis

RNA was extracted from dissected ovaries using TRIzol (Invitrogen, Cat# 15596026) and DNase (Promega, Cat# M6101). Quantity and quality were measured using a NanoDrop spectrophotometer. cDNA was generated by reverse transcription using the SuperScript First-Strand Synthesis System Kit (Invitrogen, Cat# 11904018) using random hexamers. Quantatative real-time PCR was performed using Power SYBR Green PCR Master Mix (ThermoFisher, Cat# 4367659) with the Applied Biosystems 7300 Real Time PCR system. PCR steps were as follows: 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Melt curves were generated with the following parameters: 95 °C for 15 s, 60 °C for 1 min, 95 °C for 15 s, and 60 °C for 15 s. Measurements were taken in biological triplicate with two technical replicates. The *phf7-RC* levels were normalized to the total amount *phf7*. Relative transcript amount were calculated using the 2-ΔΔCt method^63^. Primer sequences for measuring the total *phf7* and *phf7-RC* levels were: for total *phf7*, forward GAGCTGATCTTCGGCACTGT and reverse GCTTCGATGTCCTCCTTGAG; for *phf7-RC* forward AGTTCGGGAATTCAACGCTT and reverse GAGATAGCCCTGCAGCCA.

### RNA-seq and data analysis

For wild-type, *setdb1 GLKD, wde GLKD*, and *HP1a GLKD* ovaries: Total RNA was extracted from dissected ovaries using standard TRIzol (Invitrogen, Cat# 15596026) methods. RNA quality was assessed with Qubit and Agilent Bioanalyzer. Libraries were generated using the Illumina TruSeq Stranded Total RNA kit (Cat# 20020599). Sequencing was completed on 2 biological replicates of each genotype with the Illumina HiSeq 2500 v2 with 100 bp paired end reads. Sequencing reads were aligned to the *Drosophila* genome (UCSC dm6) using TopHat (2.1.0)^64^. Differential analysis was completed using CuffDiff (2.2.1)^65^. Genes were considering differentially expressed if they exhibited a two-fold or higher change relative to wild-type with a False Discovery Rate (FDR) < 0.05. Heat maps were generated using the heatmap.2 function of the gplots R package. Scatter plots were generated using ggplot function in R.

Genes that were expressed in mutant (FPKM ≥ 1) but not expressed in wild-type ovaries (FPKM < 1) were called ectopic. Genes normally expressed in testes were identified by interrogating the published mRNA-seq data sets GSE86974^23^ [http://www.ncbi.nlm.nih.gov/geo/], as above. Genes whose expression levels were two-fold or higher in *bgcn* mutant testis relative to wild-type testis were called “early-stage testis genes”. Genes whose expression levels were two-fold or higher in wild-type testis relative to *bgcn* mutant testis were called “late-stage testis genes”. Genes that were not differentially expressed but expressed in testis (FPKM ≥ 1) were called simply “testis genes”. The RNA-seq data on Fly Atlas^27^ was used to identify genes with testis-specific isoforms, *i.e*. no expression in any other adult tissue.

Tissue expression clustering of the ectopically expressed genes not normally expressed in testis was performed to identify tissue-specific signatures. Expression values normalized to the whole fly were extracted from FlyAtlas. Heatmaps to compare the tissue expression profile of these genes per tissue were generated in R with heatmap.2 (gplots). Genes were clustered and normalized per row.

Screen shots are from Integrated Genome Viewer (IGV). To account for the differences in sequencing depth when creating IGV screenshots, the processed RNAseq alignment files were scaled to the number of reads in the wild-type file. This was done with Deeptools bigwigCompare using the scale Factors parameter with a bin size of 5.

For *rhino* mutant ovaries, differentially expressed genes were identified utilizing published mRNA-seq datasets available from the National Center for Biotechnology Information’s GEO database [http://www.ncbi.nlm.nih.gov/geo/] under accession number GSE55824^21^ as described above.

### ChIP-seq and data analysis

For each chromatin immunoprecipitation, 400 pairs of *Drosophila* ovaries were dissected in PBS plus protease inhibitors. Tissues were fixed in 1.8% formaldehyde for 10 min at room temperature and quenched with 225 mM glycine for 5 min. Tissues were washed twice and stored at −80 °C for downstream applications. Samples were lysed using the protocol from Lee et al., 2006. Tissue was placed in lysis buffer 1 (140 mM HEPES pH 7.5, 200 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100), homogenized using sterile beads, and rocked at 4 °C for 10 min. Tissue was then washed 10 min at 4 °C in lysis buffer 2 (10 mM Tris pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA). Tissues were then placed in 1.5 mL lysis buffer 3 (10 mM Tris pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine). All buffers were supplemented with protease inhibitors. Chromatin was sheared to 200–700 base pairs using the QSONICA sonicator (Q800R). The chromatin lysate was incubated overnight at 4 °C with H3K9me3 antibodies pre-bound to magnetic beads. The beads were prepared as follows: 25 μl Protein A and 25 μl Protein G Dynabeads (Invitrogen, Cat# 10002D and 10004D) per sample were washed twice with ChIP blocking buffer (0.5% Tween 20, 5 mg/mL BSA), then blocked by rocking at 4 °C for 1 h in ChIP blocking buffer, and then conjugated to 5 μg H3K9me3 antibody (Abcam Cat# 8898 RRID: AB_306848) by rocking in new ChIP blocking buffer at 4 °C for 1 h. Following immunoprecipitation, the samples were washed 6 times with ChIP-RIPA buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 140 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.1% Na-Deoxycholate), 2 times with ChIP-RIPA/500 buffer (ChIP-RIPA + 500 mM NaCl), 2 times with ChIP-LiCl buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 250 mM LiCl, 0.5% NP-40, 0.5% Na-deoxycholate), and twice with TE buffer. DNA was eluted from beads with 50 μl elution buffer (10 mM Tris-HCl pH 8, 5 mM EDTA, 300 mM NaCl, 0.1% SDS) and reverse crosslinked at 65 °C for 6 h. Beads were spun down and eluted DNA was transferred to a new tube and extracted using phenol-chloroform extraction. All buffers were supplemented with protease inhibitors.

ChIP sequencing libraries were prepared using the Rubicon Genomics Library Prep Kit (Cat# R440406) with 16 amplification cycles. DNA was cleaned and assessed for quality with Qubit and Agilent Bioanalyzer. Sequencing was completed on 2 biological replicates of each genotype with the Illumina HiSeq 2500 v2 with 50 bp single end reads.

H3K9me3 reads were aligned to the *Drosophila* genome (UCSC dm6) using bowtie2 (2.2.6)^66^, and duplicate reads were removed with samtools (1.3)^67^. Peaks were called with MACS (2.1.20150731) using the broadpeaks option with all other paramaters set to default^68^. Differential peak analysis on all replicates was completed with the DIFFBIND program (2.4.8), using summits = 500 and the DESeq2 package [http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf]. The mean peak concentration (log_2_) was calculated by normalizing reads to the total library size and subtracting the corresponding input reads. Differential peak fold changes were calculated by subtracting wild-type mean concentrations from mutant mean concentrations. Mutant peaks were considered significantly altered relative to wild-type if they had a False Discovery Rate (FDR) < 5%. The average H3K9me3 deposition on genes in wild-type ovaries was generated with deeptools (2.5.3), using normalized ChIP reads from wild-type ovaries^69^. Screen shots are from Integrated Genome Viewer (IGV).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNA-seq and ChIP-seq data sets generated during the course of this study are available from the National Center for Biotechnology Information’s GEO database under accession number GSE109852. RNAseq datasets from testis[23] and *rhino* mutant ovaries[21] are available from the National Center for Biotechnology Information’s GEO database under accession numbers GSE86974 and GSE55824. Tissue enrichment datasets are available from the FlyAtlas and FlyAtlas.2.

# Supplementary material for: The H3K9 methyltransferase SETDB1 maintains female identity in Drosophila germ cells
**Source:** Nat Commun. 2018 Oct 8;9:4155. doi: 10.1038/s41467-018-06697-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes upregulated at least 2-fold in setdb1 GLKD ovaries.

File Name: Supplementary Data 2

Description: Genes upregulated at least 2-fold in wde GLKD ovaries.

File Name: Supplementary Data 3

Description: Genes upregulated at least 2-fold in hp1a GLKD ovaries.

File Name: Supplementary Data 4

Description: Genes downregulated at least 2-fold in setdb1 GLKD ovaries.

File Name: Supplementary Data 5

Description: Genes downregulated at least 2-fold in wde GLKD ovaries.

File Name: Supplementary Data 6

Description: Genes downregulated at least 2-fold in hp1a GLKD ovaries.

File Name: Supplementary Data 7

Description: Many of the genes ectopically expressed in setdb1 GLKD ovaries are normally expressed in testis.

File Name: Supplementary Data 8

Description: Many of the genes ectopically expressed in wde GLKD ovaries are normally expressed in testis.

File Name: Supplementary Data 9

Description: Many of the genes ectopically expressed in hp1a GLKD ovaries are normally expressed in testis.

How the deposited data were processed for this re-analysis (not part of the article)

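Total RNA from whole ovaries of wild-type females and of the setdb1, wde and hp1a knockdowns was sequenced by the authors as stranded libraries, 2 per genotype and 8 in all. The authors aligned the reads to dm6 with TopHat 2.1.0 and ran CuffDiff 2.2.1, and deposited its table of 6 pairwise comparisons over 16510 gene entries, 99060 lines in all. The FPKM values were made by the authors with CuffDiff, pooling both replicates of a genotype into 1 value. The log2 fold changes in the deposited table are the authors', and 2892 of them hold no number, so fold changes were recomputed from the deposited FPKM values. The p-value and q-value of each comparison are the authors', from CuffDiff's test, and the smallest p-value is 5e-05. The deposited q-values equal a Benjamini-Hochberg adjustment over all 67100 completed tests of the 6 comparisons to within 5.3e-07. The remaining deposited columns (test statistic, test status, locus and names) are the authors' as well. The test statistic was used only to estimate errors.

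Neither counts nor values per replicate are in this table, so no test across replicates was run, the depth of the libraries is unknown, and no confidence interval for an FPKM can be given. The paper's text names no FPKM normalization option and no use of strand in the counting. Small RNA entries hold 95.9% of the summed FPKM in wild type and 98.8%, 92.9% and 93.2% in setdb1, wde and hp1a GLKD, with snoRNA:Me18S-C1831 at up to 2.81e+07 FPKM, so sums of FPKM were not used. Over the 10416 genes with an FPKM of at least 1 in any genotype, the median log2 ratio to wild type was 0.02, -0.01 and -0.01. Spreadsheet software had changed 5 gene names into dates, and 35 entries name several genes. Coordinates are those of the deposited table, counted from 1. Of the entries, 98.7% were matched by name to the Release 6 annotation of the same assembly, and 97.2% of the matched genes lie inside the deposited locus, although the start and end are identical for 58.3%.

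Upregulated genes had a q-value under 0.05, a fold change of at least 2 and an FPKM of at least 1 in the mutant. Ectopic genes also had an FPKM under 1 in wild type. Downregulated genes had a q-value under 0.05 and a fold change of at least 2 below wild type. Overlaps were tested with Fisher's exact test, and the 3-way overlap with 10000 random draws. Unchanged groups sharing the wild type were simulated 1000 times, with the variance of each genotype solved from the test statistics of the 6 comparisons. Log2 ratios used a pseudocount of 1 FPKM, which understates the change of low genes. Lists of genes were described by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. The lists, fixed before the data were examined, were transgene markers, heat-shock genes, germline identity, oocyte and maternal genes, eggshell and yolk genes, ovarian soma, muscle, fat body and blood, gut, male accessory gland, meiotic arrest genes, spermatid genes and single-copy Y genes. A further list of blood cell genes was written later, and the members of the lists were then also counted by direction at a q-value under 0.05. Shares have 95% Wilson intervals. Testis classes are those of the paper's Supplementary Data 7–9.

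The genes named are those the paper names for these ovaries with the 21 genes of Table 1, the 3 depleted genes, Sxl, vas and rhi, the members of the lists, and the 5 genes with the largest finite log2 fold change summed over the mutants among those ectopic in all 3. The alternatives tried were a q-value under 0.01, a fold change of at least 3, leaving out the 7690 entries that overlap another or name several genes, other FPKM limits, a pseudocount of 0.1, other backgrounds and a window of 50 kb. The calling and simulation steps were tested on simulated data, where 100% of 200 changed genes and 0.0229% of 13110 unchanged genes were called, and the correlation from a shared control alone was 0.651 against 0.650 calculated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. ChIP-seq, testis and rhino mutant data were not analysed here.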

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

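Values below marked as the authors' have no replicate spread. The tests of age and of the chorion genes were chosen only after the result was seen, while the tests of the gut lists, the markers and the Y-linked entries were set before it.

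The deposited table also compares the mutants with each other, which the paper does not report. With a q-value under 0.05 and a fold change of at least 2, 1371 genes differed between setdb1 and wde GLKD, 981 between setdb1 and hp1a GLKD and 1304 between wde and hp1a GLKD ovaries. These comparisons do not share the wild type. The wde GLKD females also differed from the other mutants in the driver, the rearing temperature and the age, so for wde a difference between the proteins was not separated from these. Setdb1 and hp1a GLKD females had the same driver, temperature and age, so these do not separate the groups behind the 981 genes.

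All 6 chorion genes of the eggshell list were higher in wde GLKD than in setdb1 GLKD ovaries by the authors' test. Their median was 236 FPKM in wde GLKD, 2.26 in setdb1 GLKD, 1.82 in hp1a GLKD and 0.524 in wild-type ovaries. The smallest fold of wde over setdb1 GLKD was 33.5, which argues against a cause present in all mutants alike. Later egg chambers in the wde GLKD ovaries, from a weaker knockdown or from the different driver or rearing, remain open and were not tested.

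The list of eggshell and yolk genes was raised in all 3 mutants, with a median log2 ratio to wild type of 1.86 in setdb1 GLKD, 5.12 in wde GLKD and 2.17 in hp1a GLKD, each at the 100 percentile of random lists. Wild-type females were 0 to 24 h old and the mutants older. Because every mutant differs from wild type in both age and genotype, the 2 explanations cannot be told apart, and the lowest median of 1.86 does not decide between them. Of the ectopic genes, 2 in setdb1 GLKD, 3 in wde GLKD and 3 in hp1a GLKD are in this list.

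The gut list had a median log2 ratio of 2.20 in setdb1 GLKD ovaries, at the 100 percentile, with 7 of 12 genes upregulated, and was at the 15.9 and 11.8 percentile in wde and hp1a GLKD. Gut tissue in the setdb1 GLKD libraries is a candidate explanation. The test set for it was that over 50% of the Jon, Mal-A and Lys genes outside the list would be upregulated as well. This limit was missed, with 12 of 28 genes or 42.9%, but the 95% Wilson interval of 26.5% to 60.9% includes it. The authors completed a test for 20 of the 28, and 12 of these 20, or 60.0% (38.7% to 78.1%), were upregulated, a share examined only after the first was seen. Gut tissue and another cause cannot be told apart with so few genes. In wde GLKD 1 of the 28 was upregulated and in hp1a GLKD 0. The median of the 28 genes was 6.13 FPKM in setdb1 GLKD and 0.078 in wild type, and the highest was Jon25Biii with 346 FPKM. A change within the ovary was not tested. Of the ectopic genes of setdb1 GLKD, 10 belong to the list or these families. Of the 38 genes that changed in all 3 mutants in different directions, 24 were up in setdb1 GLKD and down in both others.

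The eye color gene w had 1.22 FPKM in wild type and 54.0, 35.6 and 70.9 FPKM in setdb1, wde and hp1a GLKD ovaries in the authors' deposited table. Its entry is a merged locus that overlaps other genes. The gene v was ectopic in all 3 mutants. The smallest fold of w and v over wild type in wde and hp1a GLKD was 4.41, which is in line with marker genes carried on the Gal4 and RNAi transgenes. The paper gives wild type as sibling controls or a y w stock, so a strain difference at w also stays open. The list of 3 marker genes, with y, was at the 99.1, 99.95 and 97.8 percentile.

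Of 46 entries on the Y chromosome, 3 reached 1 FPKM in these female ovaries, Su(Ste):CR42415 with up to 2.16, Su(Ste):CR42425 with up to 1.02 and Su(Ste):CR42430 with up to 1.08 FPKM, each highest in wde GLKD and listed at 0 in wild type. The highest value among the 7 single-copy Y genes found, of 12 listed, was 0.0049 FPKM, which is in line with reads from near-identical copies outside the Y. Among the ectopic genes, 1 in setdb1 GLKD and 3 in wde GLKD are on the Y. What raised these entries in the mutants was not tested further.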

How the results depend on the processing

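Of 209 values under alternative settings, 168 kept their direction and size or side of the threshold, 33 moved, 6 became weaker, 1 became stronger and 1 reversed. Leaving out 1 replicate at a time could not be run, since the deposited values pool the replicates. No paired analysis was possible because the deposited columns carry no replicate numbers. The depth is unknown, so it could not be set against any result.

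A fold change of at least 3 in place of 2 left 741, 523 and 813 upregulated and 261, 588 and 392 downregulated genes in setdb1, wde and hp1a GLKD, 423 genes deregulated in all 3, and 856, 484 and 649 genes differing between setdb1 and wde, setdb1 and hp1a, and wde and hp1a GLKD. Leaving out overlapping entries left 769, 538 and 806 upregulated and 428, 622 and 554 downregulated genes, 543 deregulated in all 3, and 910 and 854 differing between wde GLKD and the other mutants. Both settings pass fewer genes by construction.

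With a wild-type FPKM under 0.5 there were 232, 142 and 175 ectopic genes, and with a mutant FPKM of at least 2 there were 267, 143 and 198. With the first limit, the testis share was 56.9% in setdb1 and 59.9% in wde GLKD, and 11 genes of Table 1 were ectopic; the cause was not tested. Against independent lists the overlaps of ectopic genes were far past the threshold under all alternatives, a reference too weak to show a dependence. Against unchanged groups sharing the wild type, tried under other settings after the data were seen, they stayed above all 1000 simulations with 4 of the 5 settings, but were weaker without overlapping entries, with 99, 151 and 96 genes for setdb1 and wde, setdb1 and hp1a, and wde and hp1a GLKD and 83 for all 3, within the simulations.

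With a pseudocount of 0.1, Pearson's r was 0.585 between setdb1 and wde GLKD and 0.826 between wde and hp1a GLKD. Over genes with an FPKM of at least 1 in every genotype, r was 0.637, 0.814 and 0.786 for setdb1 and wde, setdb1 and hp1a, and wde and hp1a GLKD. The cause was not tested.

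The clustering of ectopic genes of setdb1 GLKD within 10 kb (86 genes, random mean 64.2, Monte Carlo permutation p = 0.0147) was weaker without overlapping entries, with 65 genes (permutation p = 0.0629), an alternative chosen after seeing the data, and within 50 kb, with 169 genes against a random mean of 154 (permutation p = 0.106). The odds ratio for the X-linked share of ectopic genes was 1.08. It reversed to 0.93 with a wild-type FPKM under 0.5 (p = 0.781, Fisher's exact test) and rose to 1.48 with a mutant FPKM of at least 2 (p = 0.0169, Fisher's exact test), and the cause was not tested.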

Differences from the paper's values

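None of the counts compared with the paper's differed from it by more than 1.5 times. The counts of downregulated genes were 709, 957 and 919 in setdb1, wde and hp1a GLKD, against the paper's 657, 756 and 877, and 52, 209 and 82 of the genes called here are not in the paper's lists. Of the alternatives set before the data were examined, a wild-type FPKM of at least 1 gave 632, 823 and 840 genes and a q-value under 0.01 gave 626, 774 and 798, so neither reaches the 3 values of the paper. After the values were seen, further filters were tried against the paper's counts. Leaving out genes with a mutant FPKM of 0 gave 657, 908 and 870, which equals the paper's value for setdb1 GLKD only, and was chosen after seeing the values. A wild-type FPKM of at least 0.4 in addition, also chosen after seeing the values, gave 657, 906 and 870, again the paper's value for setdb1 GLKD only. The smallest q-value in the paper's downregulated lists is 0.000248, 0.000232 and 0.00016, while the smallest in the deposited table is 0.000248.

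The ectopic genes numbered 410, 220 and 328 here and 411, 221 and 329 in the paper's supplement, and the genes ectopic in all 3 mutants 125 here and 126 in the paper's supplement. The paper counts phf7 there through its phf7-RC transcript. At gene level Phf7 was not ectopic, and the paper's own wild-type value for phf7-RC is 1.50 FPKM, above the limit of 1. The paper gives 100 kb as the distance between the closest genes of Table 1 on the X chromosome, and the deposited loci give 86.6 kb.

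The paper describes the mutant germ cells as expressing the marker VASA by staining. In RNA, the authors' deposited table gives vas 188 FPKM in wild type and 108, 61.7 and 38.4 FPKM in setdb1, wde and hp1a GLKD ovaries. Its entry overlaps another gene. These are RNA values of whole ovaries, so a smaller share of germ cells was not separated from lower expression per cell. They do not contradict the staining of VASA protein in the germ cells.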

Other observations

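The tests of the separate pairs of mutants, of rank correlations, of the overlap without overlapping entries, of the direction of single list members, of the fat body genes alone and of blood cells were chosen only after related results were seen. The test of clustering without overlapping entries was added after the data were seen but before its own result, and the other tests were set before the result they measure.

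The shared wild type was tested as the source of the similarity between mutants. For Pearson's r the outcome differed by pair. Between setdb1 and wde GLKD the observed r of 0.604 lies below the highest simulated value of 0.726, so for this pair, and therefore for the statement about all pairs that was set in advance, the shared wild type alone could give such an r, although 16 of 1000 simulations did. For setdb1 and hp1a GLKD (0.770 against a highest 0.756) and wde and hp1a GLKD (0.775 against 0.669) it does not reach the observed value. By Spearman's rho, examined after Pearson's r, all 3 pairs lie above the highest simulated values of 0.474, 0.498 and 0.464. Over all entries the overlaps of ectopic genes also lie above the simulations, with the smallest excess at 132 genes against 117 for wde and hp1a GLKD. Without entries that overlap another gene they do not, with 151 genes against a highest 159 for setdb1 and hp1a GLKD. For these genes, an overlap of this size is within reach of the shared wild type once lists of the observed length are given. The simulations took as many genes as were observed, so they cannot tell whether unchanged groups would yield such lists at all.

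Other tissues and stress were weighed for the genes upregulated in the mutants, each by a list of marker genes that would have to lie above the middle 95% of random lists in all 3 mutants. The heat-shock list reached at most the 35.7 percentile, and 12 of its 15 genes had an FPKM of at least 1 in wild type. The lowest percentile was 59.6 for ovarian soma (11 of 13 genes expressed in wild type), 4.77 for muscle (11 of 11), 11.8 for gut (4 of 12), 25.4 for the male accessory gland (2 of 10) and 0 for fat body and blood (8 of 9). None met the limit in all 3 mutants. Since the members of a list can go both ways around its median, the authors' test of each member was then examined. A tissue was held against where at least 2 members were lower and at least 2 times as many lower as higher, and a larger share of ovarian soma where at least 2 were lower and at least 2 higher, since a larger share raises all members alike. These limits were written after the counts were seen.

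For heat shock, 10 genes were lower and 1 was higher than wild type with a q-value under 0.05 in setdb1 GLKD, and 6 and 1 in hp1a GLKD, which argues against a heat-shock response there. In wde GLKD 6 were lower and 4 higher, which leaves it open. For ovarian soma, 4 genes were lower and 2 higher in wde GLKD, and 3 lower and 5 higher in hp1a GLKD, which argues against a larger share of all somatic cells alike there, while a change of single somatic cell types stays open. With 0 lower and 6 higher in setdb1 GLKD, a larger somatic share stays open there. For muscle, 6 genes were lower and 1 higher in wde GLKD, which argues against muscle there, but with 3 lower and 2 higher in setdb1 GLKD and 2 lower and 6 higher in hp1a GLKD, at the 98.99 percentile, it stays open in these. For gut, 2 genes were lower and 0 higher in both wde and hp1a GLKD, which argues against gut in these mutants. The highest accessory gland gene was Acp95EF, with at most 4.98 FPKM in a mutant, and 0 genes of this list changed.

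In the fat body and blood list, 5 genes were lower and 4 higher in each mutant, so its lowest percentile of 0 decides nothing. Its 6 fat body genes, which encode larval proteins, were at most at the 0.13 percentile, and 5, 4 and 5 of them were downregulated in setdb1, wde and hp1a GLKD. In contrast, Lsp1alpha was higher in all 3, with 0.093 FPKM in wild type and 0.533, 1.92 and 0.797 FPKM in the authors' deposited table, and was ectopic in wde GLKD. With the abundant members lower, this argues against larval fat body, and adult fat body was not tested. The blood cell genes Hml and Pxn were higher in all 3 mutants, with 3.82 and 14.3 FPKM in wild type and 24.5 and 105 FPKM in setdb1 GLKD in the authors' deposited table. Of 12 further blood cell genes from a list written later, 5, 4 and 5 were upregulated. The lowest share of 33.3% (95% Wilson interval 13.8% to 60.9%) is under the 50% set for it, but the interval includes that limit. Blood cells as a source therefore cannot be told apart from other causes with so few genes. PPO1, a blood cell gene, is among the 5 genes with the largest finite log2 fold change summed over the mutants, of those ectopic in all 3.

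Germ cell lists were lower. The germline identity list was at the 5.73, 0.37 and 1.10 percentile in setdb1, wde and hp1a GLKD, and the oocyte and maternal list at the 0, 17.6 and 0.07 percentile. In the authors' deposited table, Sxl had 105 FPKM in wild type and 98.9, 101 and 120 FPKM in the mutants, and rhi 15.1 and 13.6, 12.1 and 17.5 FPKM. The entries of both overlap other genes.

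Lists of known spermatogenesis genes went different ways. The meiotic arrest list was at the 35.1, 18.6 and 62.8 percentile in setdb1, wde and hp1a GLKD, yet its member aly was 4.27-fold, 2.11-fold and 5.56-fold higher than wild type in the authors' deposited table, and topi 3.23-fold in setdb1 and 2.03-fold in hp1a GLKD, each with a q-value under 0.05 in the authors' test. With a q-value under 0.05, 0, 2 and 1 genes of the list were lower and 2, 1 and 3 higher in setdb1, wde and hp1a GLKD. The lower ones were achi and vis in wde GLKD (0.68-fold and 0.56-fold) and achi in hp1a GLKD (0.64-fold). Of this list, 2 genes were ectopic in setdb1 GLKD and 1 in hp1a GLKD. The spermatid list was at the 45.0, 98.7 and 92.9 percentile, with a median log2 ratio of 0.08 in wde GLKD. Of its genes, 0 were ectopic, but the authors completed a test for only 4, 5 and 5 of the 14. Of the tested genes, 2, 0 and 1 were lower with a q-value under 0.05 in setdb1, wde and hp1a GLKD, and 0 were higher. No explanation was tested for the results of these lists.

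In setdb1 GLKD ovaries 86 ectopic genes had another within 10 kb, against a random mean of 64.2. Reads shared between overlapping entries may account for part of this, since without such entries the count of 65 fell inside the middle 95% of random draws (36 to 68). In wde GLKD 54 genes had another within 10 kb against a random mean of 18.6 (Monte Carlo permutation p = 0.0001, the smallest these draws can give), and in hp1a GLKD 56 against 40.7 (permutation p = 0.0386).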
